A study of Homo sapiens with 30 samples.

How the data were processed

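Samples were 30 ATAC-seq libraries of the endothelial lines Eahy926 and TeloHAEC, in 10 groups of 3. Per the labels' protocols, about 200000 cells were lysed directly in a custom buffer and tagmented with Tn5 for 1 h at 37 °C, libraries were prepared on 2 days, and the replicates of a group were biological replicates. Per the submitters' processing notes, reads were aligned to hg19 with Bowtie2 and peaks were called with MACS2. The version was 2.1.1.20160309 per the file headers, which also state uniquely aligned single-end tags, no control library, a p threshold of 0.001, separate summits, and 1 tag kept per position. The deposited tables give for each summit the authors' pileup (coverage in tags), the authors' p as -log10, and the authors' fold enrichment, a ratio to the local background. They also give the authors' q as -log10. They contain no counts per region, so every value here comes from places in lists. Values of pileup, p and fold enrichment were not compared between libraries.

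Depth was read per library from the file headers, which give 4016678 to 14040011 tags and 3577273 to 11404955 tags after removal of duplicates. Summits of 1 peak interval were merged to the strongest. Only the 22 autosomes were used. Each list was ordered by the authors' p, with ties by fold enrichment, and shortened to 49774 peaks, the length of the shortest. The 45000 strongest peaks of each list, the smallest number with q of 0.01 or less in any library rounded down, served to define 107672 regions of 501 bp around summits, taken from the best place down without overlap. A library had a peak in a region when a peak covered at least 50% of the shorter. The rank score was log2 of 49774 plus 1 over the place, and 0 without a peak.

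Rank scores were compared with limma 3.58.1 in R 4.3.3 (moderated test with a trend, two-sided), for regions with one of the 45000 strongest peaks in at least 3 libraries of the fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. The lines were compared in the 12 controls with preparation day as a term. Treatments, and IL1b against TNFa, were compared in the 12 libraries of day 1 of a line, and the difference of responses in the 24 libraries of day 1. Controls of both days were compared in 6 libraries per line. Errors are standard errors of the fitted change unless SD is stated. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 handled the lists, and matplotlib 3.10.9 drew the figures. The replicate numbers were checked for pairing: after removing group means, the median correlation of libraries with the same number was -0.006 in TeloHAEC and -0.003 in Eahy926, and 0 of 18 pairs in each line were above 0.1, so the main fits have no block.

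No annotation of hg19 was at hand, and the gene table given is on another build, so gene starts were written from general knowledge for 297 of 350 list genes. Of these, 36 were written before the data were examined and 261 after the file headers and list lengths were read but before any region was compared. Adding the 261 departed from the plan. The starts were checked against the gene table, with 297 of 297 on the same chromosome and 275 of 275 neighbours in the same order. Averaged over libraries, a strong peak lay within 1 kb of 55.3% of the starts, and of 6.9% of positions moved by 20 kb (51.5% and 7.1% for the 36). A motif analysis was planned only with the genome sequence of this build and was not run.

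Named genes were chosen by a rule fixed before the data were examined: the 8 largest rises and 8 largest falls near a listed gene among called regions whose groups do not overlap, up to 3 regions of smallest p per list, and fixed panels of genes, VCAM1, ICAM1, SELE, CCL2, CXCL8, NFKBIA, TNFAIP3, IRF1, CDH5 and KDR for treatments, and CDH5, PECAM1, KDR, TEK, ERG, EPCAM, CDH1, GRHL2, KRT18 and KRT19 for the lines. ERG had no tested region within 50 kb, and VCAM1 none in Eahy926. Where no region was called, the 5 with the smallest p were listed. Some named regions were left out for readability. Where 2 or fewer regions were called they are given by position, and these, as well as the values of IL1b-called or TNFa-called regions in other comparisons, were chosen after their values were seen.

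The lists, fixed before the data were examined, were NF-kB signalling and feedback, leukocyte adhesion molecules, chemokines and cytokines, interferon response and antigen presentation, AP-1 and immediate early genes, endothelial identity, epithelial genes, mesenchymal and smooth muscle genes, blood cell genes, VEGF response genes, the CCM complex and KLF2/KLF4 programme, and housekeeping promoters. Regions within 50 kb of a member were tested with camera in limma, with a preset correlation of 0.01 and with an estimated one, and with Fisher's exact test. Shares of peaks per list were compared over both lines by exact permutation with 400 regroupings. Peak presence was counted at 45000 peaks. The tests, list lengths and alternatives were likewise set before the data were examined. The test of called regions in the other line, the receptor loci, and the fits without the 3 shallowest libraries, with kept tags as a covariate, or with regions present in both lines were chosen after results were seen.

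The model was tested on simulated data: scores were drawn around each region's mean with the residual spread of the real fit, and changes of 1, 2 or 3 were added at 200 regions each in 1 group. Correlation from shared controls was obtained from 20 simulations without effect. Other groupings of the same libraries were run for each comparison, 10 for 3 against 3 and 100 for the lines and the differences of responses. Alternatives included ordering by fold enrichment or pileup, overlap of 1 bp or of 80%, shorter lists, no filter, normal scores of the rank, a minimum change of 1, chromosome X, a replicate block, other sets of libraries in the fit, and leaving out each library. Peaks on sex chromosomes, the mitochondrial genome and unplaced sequence were left out of the main analysis, and reads were not used here.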

Results

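Accessible chromatin was profiled by ATAC-seq, in which the Tn5 transposase tags open DNA, in 30 libraries from 2 human endothelial cell lines. TeloHAEC is a line of aortic endothelial cells immortalised with telomerase, and Eahy926 is an endothelial hybrid line. Each line had 5 groups of 3 libraries. These were untreated controls prepared on day 0, untreated controls prepared on day 1, and, on day 1, cells given 10 ng/ml IL1b for 24 h, cells given 10 ng/ml TNFa for 24 h, and cells with changed VEGF. VEGF was supplied to Eahy926, whose medium has none, and withheld from TeloHAEC, whose medium contains it. The labels call the 3 libraries of a group biological replicates, so the p-values for single regions below are set against the spread between these samples. A limit for regions without a peak is given below. The libraries kept between 3577273 and 11404955 tags after duplicates were removed. The number of autosomal peaks was 73084 ± 9449 (SD, n = 15) in Eahy926 and 100984 ± 16507 (SD, n = 15) in TeloHAEC. Kept tags were fewest in replicate 1 of Eahy926 with added VEGF (3577273), replicate 3 of TeloHAEC with TNFa (3598755) and replicate 1 of TeloHAEC without VEGF (3809718).

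All peak lists were shortened to the same length of 49774 peaks, and the place of a region's peak in each list was turned into a rank score on a log2 scale. A change of 1 therefore means a place 2 times nearer the top of the list, and a region without a peak scored 0. A group in which no library has a peak at a region adds no spread there but still counts as samples in the fit. Near TAL1, for example, only the IL1b libraries had a peak among those of TeloHAEC on day 1. The p-values of such regions can be too small. Libraries are said to have a peak where one of their 45000 strongest peaks covers the region. A library without a peak in this sense may still have a weaker called peak. Longer lists lost more of their weaker peaks, and those of TeloHAEC were longer on average. The lists of the 45000 strongest peaks shared more of their sequence within a group than between lines. The median Jaccard index was 0.592 within groups of Eahy926, 0.598 within groups of TeloHAEC and 0.406 between lines. Positions are given in the hg19 build. A region is called near a gene when its centre lies within 50 kb of that gene's start, and a promoter region when it lies within 1 kb. Another gene may lie nearer, because the starts were written by hand for 297 genes. Single starts may be off by some kb, which can exceed the 1 kb limit, so both terms are approximate.

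The untreated lines were compared to describe what separates the aortic from the hybrid endothelial chromatin. Several endothelial loci were more open in TeloHAEC. Among called regions near listed genes the largest rise was near PROCR, at chromosome 20, 33754127 to 33754627, where the rank score was 6.23 ± 0.80 higher (SE, n = 6 against 6, adjusted p = 1.8e-05) and the mean place was 245 in TeloHAEC and 18416 in Eahy926. The same region also differed between preparation days in TeloHAEC. A region near GJA5, at chromosome 1, 147253121 to 147253621, had a peak in 6 of 6 TeloHAEC controls and 0 of 6 Eahy926 controls (change 4.55 ± 0.61, adjusted p = 2.7e-05). Regions near ETS1 (change 3.39 ± 0.40), TEK (3.28 ± 0.61), SOX7 (3.19 ± 0.42), LMO2 (2.92 ± 0.47) and KLF2 (2.73 ± 0.47) were also higher in TeloHAEC, as was the CALCRL promoter (3.27 ± 0.64, adjusted p = 0.000797). The CDH5 promoter rose less (0.90 ± 0.30, adjusted p = 0.0246). The promoter of KDR (0.90 ± 0.45, adjusted p = 0.113) and the region near PECAM1 (0.26 ± 0.13, adjusted p = 0.109) did not pass. Loci of chemokine, adhesion and immediate early genes also differed, with higher scores in TeloHAEC at the CXCL11 promoter (2.53 ± 0.37) and near CXCL8 (1.91 ± 0.28), F11R (2.26 ± 0.40) and DUSP1 (2.29 ± 0.36).

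Some regions near epithelial genes were more open in Eahy926. A region near EPCAM, at chromosome 2, 47572005 to 47572505, fell by 3.03 ± 0.44 in TeloHAEC (adjusted p = 5.4e-05), and another at 47587994 to 47588494 had peaks only in Eahy926, in 6 of 6 controls (change -1.84 ± 0.28). Lower scores in TeloHAEC were also found near CEACAM6 (-1.88 ± 0.29) and CDH1 (-1.34 ± 0.25, adjusted p = 0.000549). Regions near KRT19 (-1.23 ± 0.49, adjusted p = 0.0552), KRT18 (-1.55 ± 0.66, adjusted p = 0.0691) and GRHL2 (-0.13 ± 0.15, adjusted p = 0.511) did not pass. Not every endothelial locus favoured TeloHAEC. A region near S1PR1, at chromosome 1, 101666018 to 101666518, had a peak in 6 of 6 Eahy926 controls and 0 of 6 TeloHAEC controls (change -4.10 ± 0.47, adjusted p = 6.3e-06). Regions near HBEGF (-3.27 ± 0.31), ANGPT2 (-2.92 ± 0.44) and TGFBI (-2.75 ± 0.39), and the MAP3K3 promoter (-3.37 ± 0.83), were likewise lower in TeloHAEC. Among interferon loci, regions near NLRC5 (-2.43 ± 0.35), IFIT3 (-2.02 ± 0.31) and OASL (-1.61 ± 0.25) were lower in TeloHAEC.

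In this comparison limma called 24257 of 64280 regions, of which 12600 were higher and 11657 lower in TeloHAEC, with preparation day as a term. The median size of the called changes was 1.05. In simulated data with these 12 libraries, 70.0% of changes of 3, 54.0% of changes of 2 and 9.5% of changes of 1 were recovered, with 4.3% false calls. The simulation changed far fewer regions than were called here, and the adjustment is stricter when fewer regions change. These rates therefore do not give the recovery in the real comparison. Of the 12 gene lists, the endothelial identity list had 290 tested regions at 43 loci, with 82 higher and 37 lower, and 82 higher and 40 lower when adjusted over the list alone. The epithelial list had 15 higher and 36 lower of 174 regions, or 14 and 35 when adjusted over the list alone. As whole sets neither passed in camera, with median changes of 0.18 for endothelial identity (adjusted p = 0.0946) and -0.30 for epithelial genes (adjusted p = 0.0930), although the epithelial list passed with an estimated correlation (adjusted p = 0.0270). Against all tested regions, endothelial identity held more higher regions than the rest (Fisher exact test, two-sided, adjusted p = 0.00211) and epithelial genes fewer (adjusted p = 0.00134). Fewer higher regions were also found for NF-kB signalling (adjusted p = 0.0159) and for the housekeeping control list (adjusted p = 0.00740), so this was not particular to epithelial genes. Lower regions were not more frequent among epithelial genes (adjusted p = 0.501), nor less frequent in endothelial identity (adjusted p = 0.154). These exact tests and camera compare regions with regions.

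The other lists divided between both directions when the lines were compared. Higher and lower regions numbered 18 and 22 for NF-kB signalling and feedback, 14 and 15 for leukocyte adhesion molecules, 42 and 21 for chemokines and cytokines, and 38 and 36 for interferon response and antigen presentation. AP-1 and immediate early genes had 31 higher and 26 lower, mesenchymal and smooth muscle genes 22 and 23, blood cell genes 9 and 7, and VEGF response genes 54 and 33. The list of the CCM complex and the KLF2/KLF4 programme had 31 higher regions, near KLF2 and ADAMTS4 among others, and 13 lower. Housekeeping promoters, kept as a control list, had 12 higher and 21 lower. None of these 10 lists passed in camera, where their smallest adjusted p was 0.522.

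IL1b was added to TeloHAEC to model an inflammatory stimulus of aortic endothelium. Regions near several listed genes were called. A region near NFKBIA, at chromosome 14, 35853511 to 35854011, rose by 4.43 ± 0.95 (SE, n = 3 against 3, adjusted p = 0.0342), from a mean place of 12271 to 570. The region near CCL2 at chromosome 17, 32562405 to 32562905, had no peak in 3 of 3 controls and a peak in 3 of 3 treated libraries (change 2.83 ± 0.53, adjusted p = 0.0143). Peaks in 3 of 3 treated and 0 of 3 control libraries were also found near NRP2, at chromosome 2, 206577157 to 206577657 (2.05 ± 0.47, adjusted p = 0.0491), and near TAL1, at chromosome 1, 47655814 to 47656314 (1.75 ± 0.35, adjusted p = 0.0237). The promoter regions of NFKBIA (-0.10 ± 0.33), CCL2 (-0.52 ± 0.46), CXCL8 (-2.34 ± 1.05), ICAM1 (-0.05 ± 0.57), TNFAIP3 (0.64 ± 0.61), IRF1 (0.39 ± 0.70), CDH5 (-0.24 ± 0.49) and KDR (-0.97 ± 0.71) did not pass, nor did the nearest tested regions of VCAM1 (-0.61 ± 0.25) and SELE (0.46 ± 0.24). Among these 10 genes the smallest adjusted p was 0.372.

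In TeloHAEC with IL1b, limma called 196 of 58694 regions, 187 higher and 9 lower, and 5823 had an unadjusted p under 0.05. The few falls do not show that IL1b closed few regions. Counted without a model, 1181 regions had peaks only with IL1b and 723 only in controls, where other splits gave a mean of 289.9. The calls of limma rest on a spread shared by 4 groups: with only the IL1b and control libraries in the fit 0 regions passed, as 0 did with normal scores of the rank. Without control replicate 1, 2 or 3 the count fell to 18, 10 or 10, and all 4 regions named above lost the call each time. In simulated data 22.5% of changes of 3 and 2.0% of changes of 2 were recovered. The chemokine and cytokine list had 175 tested regions, of which 1 was called higher, near CCL2, and 4 were higher when adjusted over the list alone. The NF-kB list had 1 called higher of 142, near NFKBIA, and the same 1 when adjusted over the list alone. None of the 12 lists passed in camera (smallest adjusted p = 0.644).

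TNFa in TeloHAEC called few regions one by one. Both called regions were falls. They lay at chromosome 1, 198757663 to 198758163, where the score fell by 5.41 ± 0.82 with peaks in 3 of 3 treated and 3 of 3 control libraries, and chromosome 15, 44719779 to 44720279, where it fell by 4.55 ± 0.71 with peaks in 0 of 3 treated and 3 of 3 control libraries (SE, adjusted p = 0.0267 for both). Neither lay near a gene with a written start. With IL1b both regions were also called lower (-4.01 ± 0.82 and -3.33 ± 0.71), so the shared controls stood apart there from more than 1 treatment. The regions that IL1b opened moved in the same direction with TNFa without passing, near CCL2 (1.62 ± 0.53, adjusted p = 0.498) and NRP2 (1.56 ± 0.47, adjusted p = 0.473), with peaks in 3 of 3 treated and 0 of 3 control libraries at both. The NFKBIA region changed by 0.64 ± 0.95 and the TAL1 region by 0.00 ± 0.35. Promoters of TNFAIP3 (1.21 ± 0.61), ICAM1 (0.79 ± 0.57), NFKBIA (0.21 ± 0.33), CCL2 (-0.61 ± 0.46), CXCL8 (-1.74 ± 1.05), IRF1 (-0.66 ± 0.70), CDH5 (-0.26 ± 0.49) and KDR (-0.80 ± 0.71), and regions near VCAM1 (-0.59 ± 0.25) and SELE (-0.20 ± 0.24), did not pass either. With limma 4554 of 58694 regions had an unadjusted p under 0.05, and no list passed in camera (smallest adjusted p = 0.852). Both calls were lost with 80% overlap, with ordering by fold enrichment and with only the 2 groups in the fit. Replicate 3 with TNFa kept 3598755 tags, where replicates 1 and 2 kept 8014782 and 9626862. A part of this shallow library in the few calls is not excluded, although both calls were also lost without the 3 shallowest libraries.

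TNFa in Eahy926 raised regions near genes of several lists. A region near IRAK2, at chromosome 3, 10240659 to 10241159, rose by 4.61 ± 0.58 (SE, n = 3 against 3, adjusted p = 0.000486), from a mean place of 46161 to 1885. It had a peak in 3 of 3 treated and 1 of 3 control libraries. Mean places here and above count a library without a peak at the place after the last. The OAS2 promoter, at chromosome 12, 113415986 to 113416486, rose by 2.88 ± 0.56 (adjusted p = 0.0167). Rises were also called near CSF2 (2.30 ± 0.51, adjusted p = 0.0431), near NRP2 at the same region that IL1b opened in TeloHAEC (2.05 ± 0.41, adjusted p = 0.0205), and at the BIRC3 promoter (1.62 ± 0.33, adjusted p = 0.0206). The IL32 promoter (1.37 ± 0.31, adjusted p = 0.0474) and a region near EGR1 (1.22 ± 0.26, adjusted p = 0.0286) had peaks in 3 of 3 treated and 0 of 3 control libraries. Promoters of TNFAIP3 (1.79 ± 0.58, adjusted p = 0.278), IRF1 (2.04 ± 0.98), CXCL8 (0.99 ± 0.59), NFKBIA (-0.27 ± 0.56), CDH5 (0.61 ± 0.41) and KDR (0.12 ± 0.51) did not pass, nor did regions near CCL2 (0.82 ± 0.47), ICAM1 (0.03 ± 0.37) and SELE (-0.49 ± 0.53).

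In Eahy926 with TNFa, limma called 151 of 56650 regions, 143 higher and 8 lower, and 4970 had an unadjusted p under 0.05. The few falls do not show that TNFa closed few regions. Counted without a model, 708 regions had peaks only with TNFa and 620 only in controls, where other splits gave a mean of 311.2. With only the TNFa and control libraries in the fit 1 region passed, and with normal scores 5 did. Without control replicate 1, 2 or 3 the count fell to 36, 43 or 37, and 6 of the 7 regions named above, all but the one near IRAK2, lost the call each time. All 7 lost it with 80% overlap, with normal scores and with only the 2 groups in the fit. In simulated data 35.0% of changes of 3 and 7.0% of changes of 2 were recovered. The NF-kB list had 155 tested regions at 24 loci, with 2 called higher, near IRAK2 and at the BIRC3 promoter, and 5 higher and 2 lower when adjusted over the list alone. The chemokine and cytokine list had 2 called higher of 149, near CSF2 and at the IL32 promoter. The interferon list had 1 called of 170, at the OAS2 promoter, and 5 higher and 1 lower when adjusted over the list alone. No list passed in camera (smallest adjusted p = 0.794), although with promoters alone the chemokine and cytokine list did (adjusted p = 0.0302).

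IL1b in Eahy926 called few regions. The NFKBIA region that rose in TeloHAEC changed by -0.15 ± 0.71 and the NRP2 region by -0.16 ± 0.41 (SE, n = 3 against 3). None of the tested panel promoters passed, with changes of -0.93 ± 0.56 at NFKBIA, 0.13 ± 0.58 at TNFAIP3, 0.63 ± 0.59 at CXCL8, -0.22 ± 0.98 at IRF1, 0.09 ± 0.41 at CDH5 and 0.19 ± 0.51 at KDR. Regions near ICAM1 (0.81 ± 0.37), CCL2 (0.10 ± 0.47) and SELE (-0.43 ± 0.53) did not pass either, and their adjusted p was 1.00. The only calls were 1 rise at chromosome 16, 30537942 to 30538442 (change 5.48, adjusted p = 0.00153), and 1 fall at chromosome 17, 15902293 to 15902793 (change -5.40, adjusted p = 0.00187). With TNFa both regions were also called, in the same directions (3.47 ± 0.73 and -5.62 ± 0.76), so the shared controls stood apart there from more than 1 treatment. The fall changed sign when any overlap of 1 bp counted, so it depended on how peak edges were matched. The rise kept its call in that setting. It lost the call with ordering by fold enrichment, with 80% overlap, with no filter and with only the 2 groups in the fit. With limma 2377 of 56650 regions, or 4.2%, had an unadjusted p under 0.05, and none of the 12 lists passed in camera (smallest adjusted p = 0.977).

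IL1b was set directly against TNFa within each line, which avoids the shared controls. In Eahy926 scores were lower with IL1b than with TNFa near IRAK2 (-4.49 ± 0.58, adjusted p = 0.000402), at the OAS2 promoter (-3.04 ± 0.56), near TRAF1 (-2.36 ± 0.47) and NRP2 (-2.21 ± 0.41), at the BIRC3 promoter (-1.68 ± 0.33), at the IL32 promoter (-1.37 ± 0.31), and near WARS (-1.24 ± 0.28) and EGR1 (-1.22 ± 0.26). The regions near TRAF1 (adjusted p = 0.0548) and WARS (adjusted p = 0.0616) had not passed for TNFa against controls. The THBD promoter was higher with IL1b (3.60 ± 0.78, adjusted p = 0.0346), but this value changed sign when 80% overlap was required. In TeloHAEC the region near TAL1 was higher with IL1b than with TNFa (1.75 ± 0.35, adjusted p = 0.0394). It lost this call without TNFa replicate 1, 2 or 3, and kept it without IL1b replicate 1, 2 or 3. The call was also lost with kept tags as a covariate, without the 3 shallowest libraries, with normal scores and with no filter. With limma 179 of 56650 regions were called in Eahy926, 15 higher and 164 lower with IL1b, and 61 of 58694 in TeloHAEC, all 61 higher with IL1b. Unadjusted p-values under 0.05 numbered 4865 in Eahy926 and 4396 in TeloHAEC. With only the 2 groups in the fit both counts fell to 0, and with 80% overlap none of the 9 named regions of Eahy926 passed. Without IL1b replicate 1, 2 or 3, 8 of these 9 regions lost the call each time. Without TNFa replicate 1, 2 or 3, the call was lost at 3, 2 and 3 of them. Leaving out 1 library gave 27 to 226 calls in Eahy926 and 0 to 151 in TeloHAEC. Lists did not pass in camera, with smallest adjusted p of 0.580 in Eahy926 and 0.757 in TeloHAEC, but with promoters alone chemokines and cytokines were lower with IL1b in Eahy926 (adjusted p = 0.0189).

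The regions called with one cytokine in one line were then followed in the other line, which shares no library with the first. The 143 regions that TNFa raised in Eahy926 included 105 tested in TeloHAEC. There they rose with IL1b by a median of 1.08, with 92.4% higher (camera, adjusted p = 1.7e-34, and 7.9e-07 with an estimated correlation), and with TNFa by a median of 0.72, with 89.5% higher (adjusted p = 2.2e-21, and 3.9e-06 with an estimated correlation). The median change was 0.00 without VEGF (adjusted p = 0.681). Of the 187 regions that IL1b raised in TeloHAEC, 80 were tested in Eahy926, where they rose with TNFa by a median of 0.83, with 88.8% higher (adjusted p = 2.9e-33, and 7.9e-07 with an estimated correlation). With IL1b in Eahy926 the median was 0.00, with 31.2% higher (adjusted p = 0.918). Over these 80 regions the mean score of Eahy926 was 0.78 ± 0.08 in day 1 controls, 0.76 ± 0.02 with IL1b and 1.72 ± 0.08 with TNFa (SD, n = 3). Both lists of called regions shared 13 regions near NRP2 and elsewhere, where 0.21 were expected from 80 and 105 among 40136. Taking the labels as given, a TNFa response was measured in both lines, although in TeloHAEC only as a set.

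**Figure D1:**
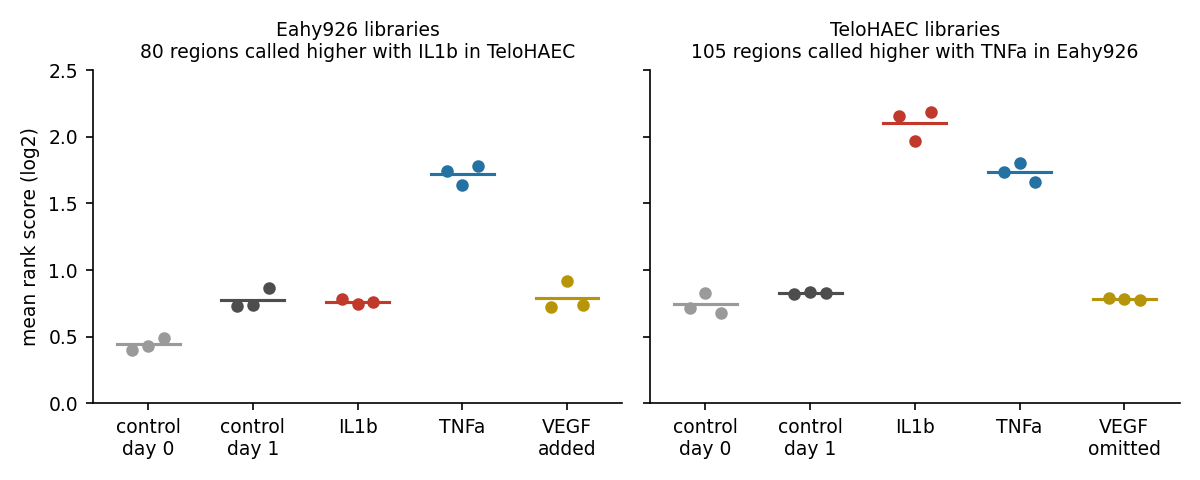
Mean rank score per library over regions called in the other line. Dots are libraries and bars are group means (n = 3). Left, Eahy926 libraries over 80 regions called higher with IL1b in TeloHAEC. Right, TeloHAEC libraries over 105 regions called higher with TNFa in Eahy926.

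**Figure D2:**
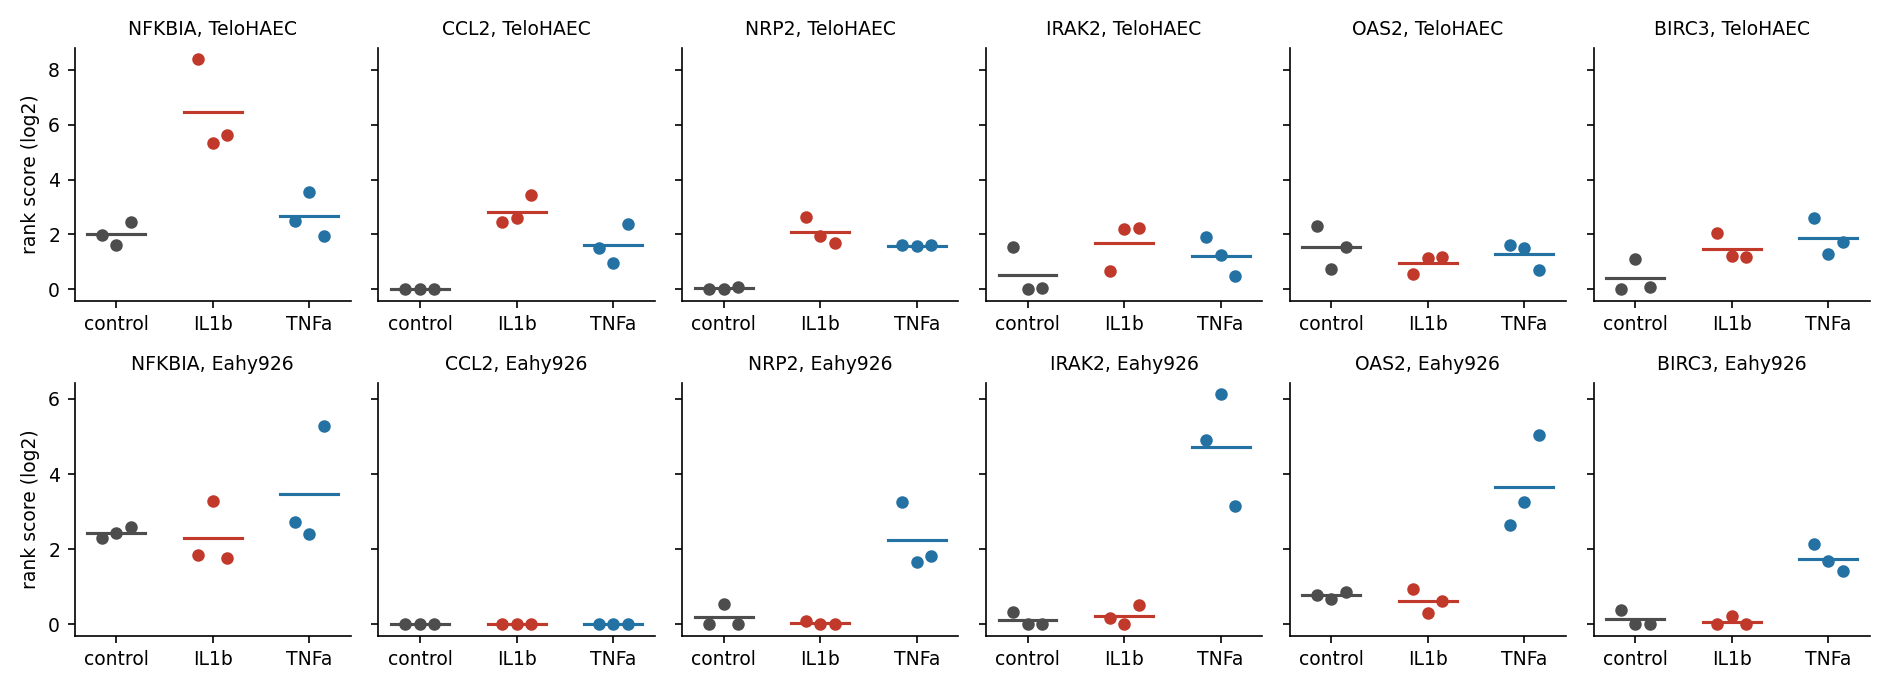
Rank score per library at regions near or at the promoter of 6 genes in day 1 controls and with each cytokine. Upper panels, TeloHAEC. Lower panels, Eahy926. Dots are libraries and bars are group means (n = 3).

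The difference between lines in the response was also tested region by region. The IL1b response was larger in TeloHAEC near CCL2 (2.83, adjusted p = 0.00426), TAL1 (1.75), LIF (1.24, adjusted p = 0.0337) and IL6 (1.07, adjusted p = 0.0265), at regions without a peak in any of the 3 control and 3 IL1b libraries of Eahy926. The difference there was the TeloHAEC change alone, which within TeloHAEC did not pass near LIF (adjusted p = 0.0709) and IL6 (0.0536). Eahy926 groups without a peak added no spread to this fit, so the adjusted p of these regions can be too small. Without any 1 Eahy926 control or IL1b library, 3 of these 4 regions lost the call. Without TeloHAEC control replicate 1, 2 or 3, 2, 3 and 3 did. All 4 kept it without any 1 TeloHAEC IL1b library. In the full fit for IL1b, limma called 199 of 77247 regions, 179 higher and 20 lower in TeloHAEC, and 6235 had an unadjusted p under 0.05. Leaving out 1 library gave 94 to 477. For TNFa 40 regions were called (30 to 115 without 1 library), 2 higher and 38 lower, with 5601 unadjusted p under 0.05 and none near a gene with a written start. Many of these regions had few or no peaks in the shortened lists of one line: among the 40136 regions with peaks in both lines, 11 were called for IL1b and 4 for TNFa. In simulated data 23.5% of the calls of the IL1b test were false. Across all regions the changes with IL1b in the lines were uncorrelated (r = -0.002), while IL1b in TeloHAEC and TNFa in Eahy926 correlated weakly (r = 0.166). Within a line the shared controls alone gave r = 0.50 for IL1b against TNFa in TeloHAEC, where 0.538 was observed, and 0.497 in Eahy926, where 0.426 was observed. The covariance was 0.266 in TeloHAEC against 0.192 simulated, and 0.138 in Eahy926 against 0.144 simulated.

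Withdrawal of VEGF from TeloHAEC and its addition to Eahy926 asked whether VEGF shapes endothelial chromatin. No region passed at the VEGF receptor loci or elsewhere. This does not exclude an effect of VEGF, since recovery of known changes was not simulated for these comparisons. Replicate 1 of each VEGF group was also shallow, with 3809718 kept tags in TeloHAEC and 3577273 in Eahy926. Without the 3 shallowest libraries a few regions passed in each line. The KDR promoter changed by -0.89 ± 0.71 without VEGF in TeloHAEC (SE, n = 3 against 3, adjusted p = 0.996) and by 0.87 ± 0.51 with added VEGF in Eahy926 (adjusted p = 0.967). CXCL8 (1.95 ± 1.05), ICAM1 (1.12 ± 0.57), IRF1 (0.94 ± 0.70), TNFAIP3 (0.47 ± 0.61), CDH5 (0.19 ± 0.49), CCL2 (-0.13 ± 0.46) and NFKBIA (-0.42 ± 0.33) promoters in TeloHAEC did not pass. In Eahy926 the CXCL8 (0.45 ± 0.59), TNFAIP3 (0.23 ± 0.58), IRF1 (-0.37 ± 0.98), CDH5 (-0.13 ± 0.41) and NFKBIA (-0.74 ± 0.56) promoters did not pass either. The VEGF response list had 209 tested regions at 32 loci in TeloHAEC and 195 in Eahy926, with 0 called and 0 when adjusted over the list alone. With limma 0 of 58694 regions were called in TeloHAEC, where 2951 had an unadjusted p under 0.05, and 0 of 56650 in Eahy926, where 2875 did. The smallest adjusted p belonged to chromosome 15, 44719779 to 44720279 in TeloHAEC (0.0534) and to chromosome 16, 2097079 to 2097579 in Eahy926 (0.124). For the test of a difference between lines, the change was taken as VEGF present minus VEGF absent in each line. This test gave 0 calls and 4429 unadjusted p under 0.05 (smallest adjusted p = 0.158). No list passed in camera, with smallest adjusted p of 0.574 in TeloHAEC and 0.722 in Eahy926.

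Peak presence was counted without a model. Regions with one of the 45000 strongest peaks in 3 of 3 treated and 0 of 3 control libraries numbered 1181 for IL1b in TeloHAEC, against a mean of 289.9 over the other 9 splits of these libraries. They numbered 545 for TNFa in TeloHAEC (mean 320.5) and 708 for TNFa in Eahy926 (mean 311.2). For IL1b in Eahy926 the count was 263 (mean 303.8), for withheld VEGF 359 (mean 307.8) and for added VEGF 292 (mean 325.5). Peaks only in controls numbered 723, 585, 620, 314, 385 and 350 in that order, or 2.49, 1.83, 1.99, 1.03, 1.25 and 1.08 times the mean of the other splits. Losses of peaks were thus also in excess where limma called mostly rises. With 3 against 3 an exact test per region cannot go below 0.10. The share of a library's peaks near the genes of each list was compared over both lines by an exact permutation test within line, two-sided, which can reach 0.005. The interferon list showed the smallest p with TNFa, where the share of peaks was 0.329% ± 0.006 against 0.310% ± 0.012 in TeloHAEC and 0.336% ± 0.010 against 0.302% ± 0.011 in Eahy926 (SD, n = 3, exact p = 0.010, adjusted p = 0.120). No list passed for either cytokine, and the smallest exact p for IL1b was 0.050, also for the interferon list.

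Untreated controls of the 2 preparation days were compared to size the background of the treatment counts. Loci of immediate early and NF-kB genes were less open on day 1 in both lines at the REL promoter (-3.14 in TeloHAEC and -2.71 in Eahy926) and near ATF3 (-2.74 and -2.57) and IER2 (-2.85 and -2.59). In TeloHAEC falls were called near EGR1 (-3.32 ± 0.84, SE, n = 3 against 3, adjusted p = 0.0289), at the SNAI1 promoter (-3.99 ± 0.98), at the GRHL1 promoter (-4.23 ± 0.94), and near TLNRD1 (-5.71 ± 1.20). In Eahy926 the GRHL1 promoter (-4.07 ± 0.70, adjusted p = 0.00756) and regions near TLNRD1 (-3.30 ± 0.64) and IL32 (-3.37 ± 0.49) fell. Rises on day 1 were called near PGF in both lines (3.86 ± 1.16 in TeloHAEC and 3.65 ± 0.51 in Eahy926), near PROCR (5.76 ± 1.42) and NOS3 (2.93 ± 0.66) in TeloHAEC, and near ENG (5.34 ± 1.28) in Eahy926. The AP-1 list had 0 higher and 29 lower of 146 regions in TeloHAEC, or 2 and 36 when adjusted over the list alone (camera, adjusted p = 0.000116, and 0.0275 with an estimated correlation). The NF-kB list had 2 higher and 20 lower of 123 (adjusted p = 0.00177, and 0.0344 with an estimated correlation). The housekeeping control list also fell, with 2 higher and 13 lower of 106 (adjusted p = 0.0237), but not with an estimated correlation (adjusted p = 0.0679). In Eahy926 no list passed, where the housekeeping control list had 1 higher and 14 lower of 110 (adjusted p = 0.0580), the AP-1 list 9 higher and 19 lower of 138 (adjusted p = 0.134) and the NF-kB list 7 higher and 16 lower of 131 (adjusted p = 0.519). With promoters alone the NF-kB list (adjusted p = 0.00195), epithelial genes (0.0298) and the housekeeping control list (0.0431) were lower in Eahy926. In TeloHAEC, besides the lists above, mesenchymal (0.00610), VEGF response (0.00627), endothelial identity (0.0317) and epithelial (0.0460) promoters were lower, so the falls at promoters were not particular to inflammatory genes. With limma 5505 of 47563 regions were called in TeloHAEC, 2369 higher and 3136 lower, and 8217 of 46716 in Eahy926, 3794 higher and 4423 lower. With kept tags as a covariate 0 passed in either line, with 11416 unadjusted p under 0.05 in TeloHAEC and 8624 in Eahy926. In TeloHAEC the count also fell to 0 without replicate 2 of either day, and in simulated data with these 6 libraries 0.0% of changes of 3 were recovered. That simulation changed far fewer regions than the 5505 called, and the adjustment is stricter when fewer regions change. It therefore does not measure the power of the real comparison. In Eahy926 leaving out 1 library gave 1240 to 6085. Unadjusted p-values under 0.05 numbered 14386 in TeloHAEC and 16576 in Eahy926. Day went together with tag length, which was 30 bp on day 0 and 40 bp on day 1, so the cause cannot be separated, and all treatments were compared with day 1 controls.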

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

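The comparison of depth for IL1b and all counts over other groupings were tests chosen only after the results were seen. Responses that differed between the lines, and peaks on the mitochondrial genome, were examined further.

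The IL1b response differed between TeloHAEC and Eahy926 at 199 regions, by a test of the difference itself. Far fewer were called among the regions with peaks in both lines, and in simulated data 23.5% of the calls of this test were false. Fewer tags do not account for the few calls in Eahy926, since its IL1b libraries kept 1.316 times the tags of its TNFa libraries, which gave 151 calls. A single exchanged library does not account for them either, since 0 of the 6 IL1b and TNFa libraries lay nearer the mean of the other group over the regions higher with IL1b in TeloHAEC, but an exchange of all 3 with all 3 would also give 0 and stays open. A candidate explanation is a less open receptor gene: the region nearest the IL1R1 start, at chromosome 2, 102758931 to 102759431 in hg19, was higher in TeloHAEC by 1.79 ± 0.36 (SE, adjusted p = 0.00103), with peaks in 6 of 6 TeloHAEC and 0 of 6 Eahy926 controls. It lies more than 1 kb from that start, and regions near TNFRSF1A also differed, 3 higher and 3 lower of 12, so this stays open, as does whether the added IL1b was active on Eahy926, which was not tested.

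Other groupings of the 24 libraries were counted for these differences. For IL1b 5 of 100 splits, the real one included, gave as many calls as the 199, with 208 the highest of the others, so chance was not excluded by this count. Those splits kept the real grouping of 1 line: of the 80 that broke it in both lines, 0 gave as many and the highest gave 3. The TNFa response differed at 40 regions, where 12 of 100 splits gave as many and the highest other gave 70, while 0 of the 80 that broke both lines did and their highest gave 4. For VEGF the difference was called at 0 regions in limma, with 4429 unadjusted p under 0.05, and all 100 of 100 splits gave as many, with 6 the highest.

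Peaks on the mitochondrial genome, outside the autosomes used for the comparisons, numbered 704 over the 30 libraries, from 17 to 27 in each, counting separate summits. No biological explanation was tested for them.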

How the results depend on the processing

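The fits without the 3 shallowest libraries, with kept tags as a covariate and with regions that have peaks in both lines, and the tests of called regions in the other line, were chosen after seeing the data. Unless a reason is given, the cause was not tested. Numbers are called regions.

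The lines differed at 24257 regions, and the count stayed within 1.5 times of this in 10 alternatives, with a replicate block (20788) and without each of the 12 libraries (21331 to 22161). It was 12911 when a change of 1 was required, which removes smaller changes, and 9631 with day 1 and 13680 with day 0 libraries alone, which are fewer samples. The regions called with a cytokine in one line kept their side of the threshold in the other line in all 20 settings. The median of the TNFa set of Eahy926 ranged from 0.80 to 2.23 with IL1b and from 0.58 to 1.34 with TNFa in TeloHAEC, and that of the IL1b set of TeloHAEC from 0.60 to 1.67 with TNFa in Eahy926. The ratio of peak presence counts to those of the other splits stayed within 1.5 times in all 3 alternatives, while the counts themselves fell with the 20000 strongest peaks, for example to 563 for IL1b in TeloHAEC. In contrast, the counts of single regions in the treatments depended on the settings below.

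Ordering by pileup gave 503 for IL1b and 3 for withheld VEGF in TeloHAEC, 6 for IL1b and 366 for TNFa in Eahy926, 118 and 366 for IL1b against TNFa in TeloHAEC and Eahy926, 473, 147 and 3 for the differences between lines with IL1b, TNFa and VEGF, and 8691 and 12961 for day in TeloHAEC and Eahy926. Ordering by fold enrichment gave 0 for TNFa in TeloHAEC, 0 for IL1b and 78 for TNFa in Eahy926, 105 for IL1b against TNFa in Eahy926, and 1650 and 3726 for day.

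Requiring 80% overlap gave 91 for IL1b and 0 for TNFa in TeloHAEC, 0 for IL1b and 31 for TNFa in Eahy926, 26 and 39 for IL1b against TNFa in TeloHAEC and Eahy926, and 0 and 3704 for day. With any overlap of 1 bp, 1 was called for IL1b and 1 for added VEGF in Eahy926. The region at chromosome 17, 15902293 to 15902793, called lower with IL1b in Eahy926, reversed to 0.339 with any overlap and 0.214 with 80%. With 80% the THBD promoter reversed to -0.166 for IL1b against TNFa in Eahy926, and the region near CD274 at chromosome 9, 5437157 to 5437657, reversed to -0.004 for day in TeloHAEC.

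Lists shortened to 45000 peaks gave 86 for IL1b and 0 for TNFa in TeloHAEC, 82 for TNFa in Eahy926, and 24 and 110 for IL1b against TNFa in TeloHAEC and Eahy926. No filter gave 129 for IL1b and 0 for TNFa in TeloHAEC, 0 for IL1b and 45 for TNFa in Eahy926, 55 for IL1b against TNFa in Eahy926, 327, 120 and 12 for the differences between lines with IL1b, TNFa and VEGF, and 0 and 1464 for day. Normal scores gave 0 for IL1b and 1 for TNFa in TeloHAEC, 1 for IL1b and 5 for TNFa in Eahy926, 0 and 6 for IL1b against TNFa, and 542, 300 and 82 for the differences between lines. Chromosome X added 1 for withheld VEGF. With promoters alone 12 tests of gene lists passed, where 3 did in the reported analysis.

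With only the 2 groups compared, which leaves fewer samples for the spread, IL1b and TNFa in TeloHAEC gave 0 and 0, IL1b and TNFa in Eahy926 gave 0 and 1, and IL1b against TNFa gave 0 and 0. Controls of both days gave 620, 5 and 3 for IL1b, TNFa and withheld VEGF in TeloHAEC and 432 for TNFa in Eahy926. A replicate block, which pairs equal replicate numbers, gave 2 for added VEGF and 125 for the difference with IL1b, and stayed within 1.5 times elsewhere (158 for IL1b in TeloHAEC, 132 for TNFa in Eahy926). Without the 3 shallowest libraries the counts were 82, 0 and 7 for IL1b, TNFa and withheld VEGF in TeloHAEC, 2 for added VEGF, 0 and 118 for IL1b against TNFa in TeloHAEC and Eahy926, and 62 and 9 for the differences with TNFa and VEGF. Kept tags as a covariate gave 1 for TNFa in TeloHAEC, 90 for TNFa and 1 for added VEGF in Eahy926, 20 and 54 for IL1b against TNFa, and 0 and 0 for day. Regions with peaks in both lines, which are fewer, gave 11, 4 and 3 for the differences with IL1b, TNFa and VEGF.

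Leaving out 1 library gave 10 to 298 for IL1b in TeloHAEC, lowest without a control (18, 10 and 10 for replicates 1, 2 and 3), and 36 to 212 for TNFa in Eahy926, again lowest without a control (36, 43 and 37). The ranges were 0 to 5 for TNFa and 0 to 5 for withheld VEGF in TeloHAEC, 3 to 6 for IL1b and 0 to 5 for added VEGF in Eahy926, 0 to 151 and 27 to 226 for IL1b against TNFa in TeloHAEC and Eahy926, and 94 to 477, 30 to 115 and 0 to 14 for the differences with IL1b, TNFa and VEGF. For day they were 0 to 1495 in TeloHAEC, where 0 passed without replicate 2 of day 0 or of day 1, and 1240 to 6085 in Eahy926. Where the counts were 0, in limma, the reported analysis had 4554 unadjusted p under 0.05 for TNFa in TeloHAEC and 2377 for IL1b in Eahy926. The motif share was planned and was not run. Depth limits the list length, since the shortest list held 49774 peaks.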

Other observations

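The counts with kept tags as a covariate, the comparison of depth with the direction of the day changes, and all counts over other groupings were tests chosen only after the results were seen. So was the rule that depth stays open within a line for the day comparison when no called region is left with that covariate.

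The largest change in rank score among the regions tested between the lines was at chromosome 1, 567333 to 567833 in hg19, where the score fell by 15.60 ± 0.80 in TeloHAEC (SE, n = 6 against 6, adjusted p = 1.1e-09). It held place 1 in the lists of all 15 Eahy926 libraries and no peak in the shortened lists of the 15 TeloHAEC libraries. The region was examined because that part of chromosome 1 resembles mitochondrial sequence, so it is not given as a difference in accessibility. Separate summits on the mitochondrial genome itself numbered 17 to 27 per Eahy926 library and 20 to 27 per TeloHAEC library. Merged to peaks they numbered 3 to 7 and 4 to 8. The origin of the reads was not tested. Among receptor loci, which were written after the calls were seen, a second region near IL1R1 was higher in TeloHAEC (0.99 ± 0.22, adjusted p = 0.00244) and the IL1RAP promoter did not pass (-0.11 ± 0.45, adjusted p = 0.859). Called regions were not particular to IL1R1: near TNFRSF1A 3 were higher and 3 lower of 12, with the promoter not passing (-0.34 ± 0.16, adjusted p = 0.0985), and near TNFRSF1B 2 were higher and 2 lower of 7. The region near MYD88 was lower in TeloHAEC (-3.80 ± 0.91, adjusted p = 0.00364), with peaks in 6 of 6 controls of each line.

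Differences between the lines clustered along chromosomes. On chromosome 13, 528 called regions were higher and 97 lower in TeloHAEC, and on chromosome 12, 487 were higher and 1033 lower. In the window at chromosome 8, 40000001 to 45000000 in hg19, 54 were higher and 1 lower, and in the window at chromosome 12, 20000001 to 25000000, 6 were higher and 50 lower. Copy number of chromosome segments may account for part of this: windows of 5 Mb explained 8.14% of the variance of the change, where the highest of 200 shuffles gave 0.15%. This lay between the bounds set for a main cause and for none, and copy number was not measured, so it cannot be told apart from regional differences in chromatin. Depth did not account for the count, which was 1.028 times the reported one with kept tags as a covariate. Of 100 splits of the 12 controls, 1 gave as many calls as the 24257, the real one, and the highest other gave 4, so chance was excluded by this count.

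Preparation day changed both lines in a similar way. Over 32696 regions the changes of the lines, which share no library, correlated with r = 0.572, and 1474 regions were lower on day 1 in both lines, where 291.0 were expected, while 28 went in opposite directions, where 332.2 were expected. A factor shared by both lines, such as the tag length that went with the day, may therefore have contributed, but any other difference between the days stays open. Mean kept tags moved in opposite directions, from 7178832 ± 3665505 on day 0 to 8632390 ± 647237 on day 1 in TeloHAEC and from 8802712 ± 1578762 to 6229811 ± 1075897 in Eahy926 (SD, n = 3). Depth acting alike in both lines would therefore have moved them apart, but the regions with opposite changes were 0.084 times those expected, which argues against depth as the source of the shared change. With kept tags as a covariate 0 regions were called in either line in limma, and regions with an unadjusted p under 0.05 were 0.794 times as many in TeloHAEC (11416) and 0.520 times as many in Eahy926 (8624), so a part of depth in the changes of each single line stays open. The 10 splits of 6 libraries are too few for a share under 0.05. The real counts were 5505 in TeloHAEC (1 split as large, highest other 0) and 8217 in Eahy926 (1 split as large, highest other 5).

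The splits were also too few for the comparisons of 3 treated with 3 control libraries, which have 10 each. IL1b in TeloHAEC gave 196 calls (1 split as large, highest other 2) and TNFa in Eahy926 gave 151 (1 split, highest other 2). TNFa in TeloHAEC gave 2 (3 splits, highest other 2) and IL1b in Eahy926 gave 2 (6 splits, highest other 5). IL1b against TNFa gave 61 in TeloHAEC (1 split, highest other 2) and 179 in Eahy926 (1 split, highest other 2). VEGF gave 0 calls in limma when withheld, with 2951 unadjusted p under 0.05 (10 splits, highest other 2), and 0 when added, with 2875 (10 splits, highest other 6).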
